# Lipopolysaccharide treatment induces genome-wide pre-mRNA splicing pattern changes in mouse bone marrow stromal stem cells

**DOI:** 10.1186/s12864-016-2898-5

**Published:** 2016-08-22

**Authors:** Ao Zhou, Meng Li, Bo He, Weixing Feng, Fei Huang, Bing Xu, A. Keith Dunker, Curt Balch, Baiyan Li, Yunlong Liu, Yue Wang

**Keywords:** Alternative splicing, Lipopolysaccharide, Mesenchymal stem cells

## Abstract

**Background:**

Lipopolysaccharide (LPS) is a gram-negative bacterial antigen that triggers a series of cellular responses. LPS pre-conditioning was previously shown to improve the therapeutic efficacy of bone marrow stromal cells/bone-marrow derived mesenchymal stem cells (BMSCs) for repairing ischemic, injured tissue.

**Results:**

In this study, we systematically evaluated the effects of LPS treatment on genome-wide splicing pattern changes in mouse BMSCs by comparing transcriptome sequencing data from control vs. LPS-treated samples, revealing 197 exons whose BMSC splicing patterns were altered by LPS. Functional analysis of these alternatively spliced genes demonstrated significant enrichment of phosphoproteins, zinc finger proteins, and proteins undergoing acetylation. Additional bioinformatics analysis strongly suggest that LPS-induced alternatively spliced exons could have major effects on protein functions by disrupting key protein functional domains, protein-protein interactions, and post-translational modifications.

**Conclusion:**

Although it is still to be determined whether such proteome modifications improve BMSC therapeutic efficacy, our comprehensive splicing characterizations provide greater understanding of the intracellular mechanisms that underlie the therapeutic potential of BMSCs.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2898-5) contains supplementary material, which is available to authorized users.

## Background

Alternative splicing (AS) is important for gene regulation and is a major source of proteome diversity in mammals [1] through altering the composition of mRNA transcripts by including or excluding specific exons [2]. AS can further modulate organism complexity not only by effectively increasing regulatory and signaling network complexity, but also by doing so in a temporal- and spatial-specific manner, supporting cell differentiation, developmental pathways, and other processes associated with multicellular organisms. Indeed, AS shows a strong relationship with organism complexity, as estimated by the organism’s number of different cell types [3]. The recent ENCODE Project concluded that at least 90 % of human genes express multiple mRNAs through alternative splicing of exons or exon segments [4]. As might be expected, deregulation of this process is associated with numerous diseases [5–10].

Bone marrow-derived mesenchymal stem cells (BMSCs) are adult stem cells capable of self-renewal and differentiation into numerous cell lineages, including osteocytes, adipocytes, and chondrocytes [11]. One promising use of BMSCs is repair of ischemia-damaged cardiac tissue. BMSCs are easy to expand in vitro, can be genetically modified and exhibit significant immunotolerance properties [12–14], making BMSCs an attractive candidate for tissue repair/regeneration therapy. Intramyocardial injection of BMSCs reduces inflammation, fibrosis, infarct size, ventricular remodeling, and therefore, improves cardiac function following tissue insult [15–18].

Because the majority of BMSCs are soon lost during after injection, the observed therapeutic effects likely derive from paracrine effects of bioactive molecules released from these cells [15, 16]. Indeed, BMSC-mediated release of cytoprotective protein factors or transfer of intracellular components (e.g.,mRNAs, microRNAs, and proteins) via cell membrane exosomes, represents a novel mechanism of cell-to-cell communication [19]. To date, however, clinical trials have demonstrated that while effective, delivery of BMSCs to ischemic myocardium results in only modest and short-lived benefits [20, 21]. Therefore, there is a critical need to elucidate the mechanisms by which BMSCs mediate their therapeutic benefits, including identification of their specific paracrine factor(s), and conditions under which their functions can be optimized.

Upon injection into damaged heart tissue, BMSCs face a hypoxic, ischemic environment that severely limits their therapeutic efficacy. Thus, preconditioning BMSCs with various growth factors and endogenous or exogenous molecules has been used to improve BMSC therapeutic efficacy [22–24]. Indeed, it has been reported previously that bacterial endotoxin (lipopolysaccharide, LPS) could stimulate BMSCs to release paracrine factors, including angiogenic growth factors, cytokines, and chemokines that facilitate tissue repair [13, 14]. In addition, our previous study suggested that BMSC expression of the LPS receptor, toll-like receptor 4 (TLR4), regulates BMSC paracrine properties and intracellular STAT3 signaling cascades [25]. Moreover, preconditioning of BMSCs with LPS improves their therapeutic efficacy in rodent models of ischemia/reperfusion injury [23]. However, BMSC transcriptomic changes (in particular, alterations in mRNA transcript processing and splicing) that occur following LPS stimulation have been little studied.

Besides use as an attractive therapeutic tool for repairing ischemic heart, BMSCs have been used for numerous other diseases, including graft-versus-host disease, Crohn’s disease, stroke, cartilage defects, diabetes and many others [26–31]. With the growing incidence of bacterial endotoxin LPS detected in older or immunocompromised patients with multiple-drug resistant bacteria, diabetes, cancer, indwelling IV catheters, and on complex chemotherapy regimens [32, 33], it is of great importance to study whether the stimulation of these implanted BMSCs by endogenous LPS would alter their therapeutic efficacy. Moreover, because MSCs are present in bone marrow and many other tissues, it merits extensive investigation whether LPS stimulation of these endogenous MSCs would influence the clinical outcomes of complex therapeutic regimens.

Despite BMSC’s strong clinical potential, the role(s) of alternative splicing in LPS response has not been fully explored. The recent development of high-throughput sequencing technology has now made transcriptome-wide profiling of splicing isoforms possible. In this study, we used RNA-seq analysis of BMSCs to identify and characterize gene transcripts whose splicing patterns were altered by LPS treatment.

## Results

To investigate LPS-induced transcriptomic changes in BMSCs due to alternative splicing, RNA-seq analysis was conducted on BMSCs before and after LPS treatment, in triplicate. 

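Bone marrow stromal stem cells are adherent, multipotent cells of the marrow, and LPS is a bacterial cell wall component that acts through Toll-like receptor 4. Cells were plated for 24 h and treated with 200 ng/ml LPS for another 24 h, and RNA was taken before and after the treatment, with 3 libraries of each condition. The values analysed here are the reads that the authors counted on RefSeq transcripts of 11060 genes, without normalization, together with the same counts divided by a total per library (RPM). The counted reads summed to 29465476, 28673697 and 26803343 in control replicates 1, 2 and 3, and to 25266749, 30291459 and 29677860 in LPS replicates 1, 2 and 3. A gene with several transcripts has several rows, and a read on an exon that they share is in each of them, so these sums exceed the number of reads on genes. With only the row with the most reads kept for each gene, the sums lay between 18641513 and 22349494. The authors removed reads of low quality and reads on ribosomal RNA and repeats, aligned the rest to mm9 with BFAST and kept unique alignments, before counting. The paper's Additional file 1 gives between 29070658 and 36138497 mapped reads per library. The tool that counted the reads, whether it used the strand, and the filter that left these transcripts are not given in the sources used here. From the counts, edgeR's TMM factors were computed, which lay between 0.976 and 1.03, and 105 rows with too few reads were left out by edgeR's filterByExpr, which left 15431 rows. LPS and control were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with treatment as the only term. A standard error given with a log2 fold change is the size of that change over the square root of the test's F statistic. It is derived from the test and is not a separate estimate. Levels are given as CPM, the counts scaled to a common library size with the TMM factors. A gene was called when at least 1 of its rows had an adjusted p of at most 0.05, and the values given for a gene are those of its row with the most reads. The biological coefficient of variation between replicates was 9.87%. The choices that could change the numbers include the test, the scaling, the filter and the treatment of several rows per gene. An offset for GC content and transcript length is another.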

A strand-directed single-end RNA-seq protocol (75 bp reads) was used with the SOLiD 5500xl instrument.

The total analysis resulted in 326 million reads, with each of the six samples ranging from 43 to 59 million reads. After removing the reads with low sequencing quality (see Methods) and filtering reads mapped to ribosomal RNAs and repeats, the remaining reads were mapped to the standard mouse reference genome (mm9). The total number of mappable reads in each sample ranged from 29 to 36 million, with an average mapping percentage of 59 %. 

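The deposited counts give a further view of the depth. The next count took the row with the most reads of each gene, where that row is a messenger RNA. Between 14961837 and 17993949 reads were counted per library, with a median of 16949041 in the control libraries and 17038465 in the LPS libraries. Whether reads on untranslated regions and on splice junctions are among them is not given in the sources used here. Rows of noncoding RNAs held between 16.1% and 22.9% of the reads when 1 row per gene was counted. These rows include noncoding transcripts of coding genes, such as Tyms, Srsf9 and Adarb1, so they are not noncoding genes alone. The share was 18.1% ± 1.88 (SD, n = 3) in the control libraries and 20.9% ± 1.71 (SD, n = 3) in the LPS libraries, and the groups overlapped, with 19.7% in the lowest LPS library and 19.8% in the highest control library. Rows of small nucleolar and Cajal body RNAs, microRNAs, Gas5 and the host genes named Snhg were picked by symbol. They held 15.6% ± 2.00 of the reads in the control libraries and 18.4% ± 1.86 in the LPS libraries (SD, n = 3 each). Host genes with other names, such as coding genes, are not in this share. The small nucleolar RNA host Gas5 alone took between 2.62% and 4.15% of the reads. The total by which the authors divided each count to give RPM lay between 26133366 and 31320602 reads per library.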

Among the mappable reads in each sample, 3.8 to 5.0 million are mapped to protein coding exons, and 2.8 to 4.0 million are mapped to splice junctions. Detailed mapping statistics for the six samples are listed in Additional file 1.

### LPS-induced alternative splicing

We applied a MISO (Mixture of Isoform) algorithm [34] to identify alternative splicing events elicited by LPS treatment. Based on a Bayesian inference framework, MISO is a probabilistic framework that quantitates the expression levels of alternatively spliced genes from RNA-Seq data, and identifies differentially regulated exons across samples. MISO computes Percent Spliced In (PSI, or Ψ) values for each alternative splicing event, representing the fraction of a gene’s mRNA that includes the exon. For each event, MISO also calculates a Bayesian Factor (BF) that quantifies the likelihood of the changes. For instance, [BF] = 5 indicates it is five times more likely that a specific alternative splicing event occurred than did not occur.

Overall, we identified 197 exons whose splicing patterns differed between control and LPS-treated BMSCs (Bayesian factor [BF] > 5 and |ΔΨ| > 0.05). This number represents 2.32 % of all 8,475 events whose inclusion percentages could be reliably measured from the RNA-seq data; these genes generally had higher expression levels to generate enough read depth for splicing analysis. 

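The list of LPS-induced events in Additional file 3 names 182 genes, of which 179 were matched by symbol to a row of the deposited counts, and all 179 passed the filter on low counts. The other 3 were not analysed here. The genes of all the measured events were not analysed here either, so the comparison is between the listed genes and the other 10803 genes. The median expression of the 179 genes over the 6 libraries was 5.00 on the log2 CPM scale, against 4.22 for the other genes, a difference of 0.77. Of 10000 random lists of 179 genes drawn from all genes past the filter, 99.99% had a lower median. This describes genes within these libraries, and genes are not independent replicates. The listed genes had a median of 909 reads per library, from 52.2 to 63507, and the other genes had a median of 530.5 reads. Of the listed genes, 117 lay above the median of the others. The measure moved the difference most, since RPKM, which divides by transcript length, gave 0.52 in place of 0.77.

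**Figure D1:**
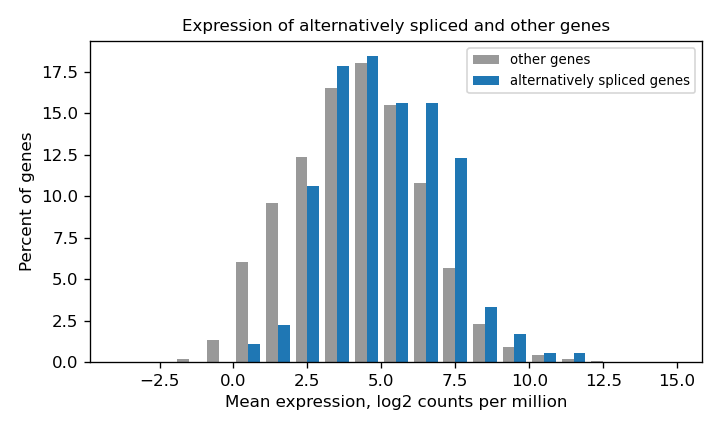
Percent of genes (vertical axis) in each interval of mean expression, in log2 CPM (horizontal axis), for the 179 alternatively spliced genes and the 10803 other genes. The distribution of the spliced genes lies to the right, with medians of 5.00 and 4.22.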

For genes with lower expression levels, our RNA-seq experiment did not have enough read depth for such analysis. The 197 LPS-induced alternatively spliced events included 82 cassette exons, 28 alternative donor site events (5′-ss), 45 alternative acceptor site events (3′-ss), and 42 intron retention events. Figure 1 demonstrates the magnitude (X-axis) and significance (Y-axis) of LPS-induced splicing pattern changes on all the alternatively exons that could be reliably identified by MISO under both untreated and LPS-treated conditions (Fig. 1). Among these 197 events (red dots in Fig. 1), 117 showed positive ∆Ψ values, indicating that the percentage of transcripts containing the specific exon increased in the LPS-treated samples compared to control samples. Similarly, 80 events showed negative ∆Ψ values, indicating a decrease in the percentage of transcripts containing specific exons. For each of the four types of splicing events (cassette exons, alternative 5′-donor sites, alternative 3′-acceptor sites, and intron retention), we show one Sashimi plot for the exons with the largest LPS-induced changes (either increases or decreases) in percentage of inclusion in the gene product (Fig. 2). The Sashimi plot demonstrates the RNA-seq read densities along exons and junctions, in the context of the structure of the gene’s isoforms. In addition, the distribution and the confidence intervals of the estimated Ψ under both conditions (LPS vs. untreated) are also included.

**Fig. 1:**
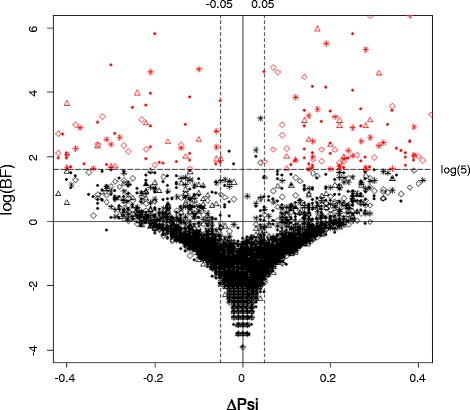
LPS-induced alternative splicing events. Scatter plot of all the AS events identified in MISO. The X-axis represents ∆Ψ, and the Y-axis represents log (BF). The shape of the dots indicates the type of the events. Specifically, circle indicates cassette exon events; star indicates intron retention events; triangle indicates alternative 5′ splice site events; and diamond indicates alternative 3′ splice site events. Alternatively spliced events with BF ≥ 5 are colored in red

**Fig. 2:**
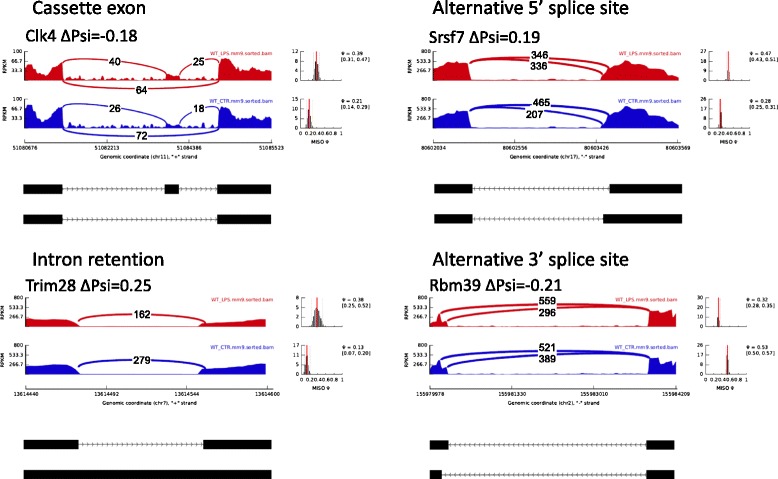
Sashimi plots of four types of AS events. Sashimi plots of four types of AS events were shown, including cassette exon, intron retention, alternative 5′ and 3′ splice site. The red plots represent the LPS treated condition, and the blue ones represent controls. The X-axes indicate genomic locations, and the Y-axes indicate transcription intensity. In each plot, a “sashimi-like” region indicates a heavily transcribed region, in this case, exonic region. The blank regions between exonic regions indicate intronic regions. The “bridges” crossing exons indicate junction reads. The numbers of junction reads are shown on the “bridges”. The exonic structure of each AS event is shown below each Sashimi plot. On the right it displays the estimated Ψ (red line) value and the full posterior distribution (black bars)

To validate whether the alternative splicing events were induced by LPS treatment, we performed RNA-seq on BMSCs derived from MyD88^−/−^ animals before and after LPS treatment. MyD88 is a key signaling molecule responsible for LPS response [35]. Among the 197 LPS-induced alternative splicing events in wild-type BMSCs, 189 did not occur following LPS treatment of MyD88^−/−^ BMSCs (Fig. 3). This observation indicates that a large majority of BMSC splicing changes were a direct consequence of LPS induction, and such effects were negated in cells whose LPS response is compromised. It should be noted that in addition to MyD88 pathways, LPS also functions through TRIF pathways [36]; the functions of TRIF pathway is intact in the MyD88^−/−^ cells. This partially explains why some LPS-induced splicing effects remained in MyD88-deficient animals.

**Fig. 3:**
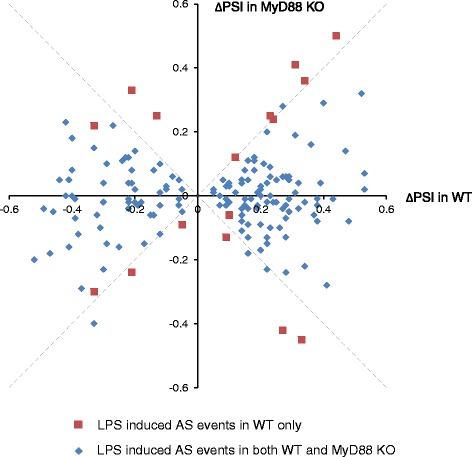
LPS-induced splicing changes in wild-type BMSC were repressed in MyD88−/− cells. The X-axis and Y-axis represents ∆PSI in wild type and MyD88 knock out animals respectively. Blue diamond represents LPS induced AS events in wild type only, and red square represents LPS induced AS events in both wild type and MyD88 knock-out cells

Among the 197 LPS-induced alternative splicing events, 103 were located in the coding regions of transcripts, and 94 were either in the 5′- or 3′- untranslated regions (UTRs). Among the 103 alternatively spliced coding events, 65 were composed of multiples of three nucleotides, leading to the inclusion or exclusion of specific amino-acid residues in the final protein products. These events could potentially generate multiple viable protein products having the same translation frame. Thirty-eight of the 103 coding exons contained either a premature stop codon, and/or a shift in their translation frames. Such events trigger either nonsense-mediated decay (NMD) mechanisms [37], or a translated protein having a complete different amino acid sequence downstream of the alternatively spliced exon.

We then systematically examined the localization and functions of the gene products possessing alternatively spliced exons (Fig. 4 and Additional file 2). Among them, 64 were nuclear proteins, including 17 transcription regulators, 13 enzymes, 2 kinases, 1 peptidase, and 1 ligand-dependent nuclear receptor. The 67 cytoplasmic alternatively spliced gene products included 12 enzymes, 9 kinases, 6 transporters, 3 peptidases, and 2 translation regulators. In addition, we also observed six potentially secreted proteins and 18 plasma membrane-spanning proteins. A detailed list of the genes in each category is provided in Additional file 3. These results strongly suggest that LPS induces splicing changes in highly diverse proteins having a variety of cellular functions.

**Fig. 4:**
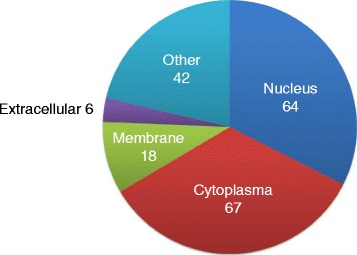
Distribution of AS genes in different cellular locations

To understand the biological functions of genes whose splicing patterns were altered by LPS treatment, we conducted functional annotation analysis using the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7 [38]. Three functional terms in the SP_PIR (Swiss-Prot and Protein Information Resources) category showed significant enrichment in our gene list. Among the 161 genes that could be mapped to DAVID gene annotations, 97 categorized as phosphoproteins (*p*-value = 7.2×10^−12^, FDR = 6.6×10^−10^). In addition, 26 genes contained zinc finger domain proteins (*p*-value = 3.6×10^−5^, FDR = 2.2×10^−3^) whose functions range from DNA or RNA binding to protein-protein interactions and membrane association [39]. Furthermore, 35 genes were involved in protein acetylation (*p*-value = 1.3 ×10^−3^, FDR = 3.2×10^−2^). Together, these results suggest that LPS treatment has major effects on the splicing patterns of signaling proteins.

Both gene expression levels and splicing patterns may be altered by BMSC responses to LPS treatment. While differential gene expression may lead to changes in the abundance of the entire gene product, alternative spicing modifies the structural composition of a specific protein. To evaluate to what extent the two mechanisms interact, we examined the number of genes present in both differentially expressed and alternatively spliced gene sets. We utilized edgeR [40] to identify genes differentially expressed between LPS-treated and control samples. 

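Of the 15431 transcript rows tested, 300 rows of 232 genes had an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 151 genes higher and 81 genes lower in the LPS libraries. The choice of test moved this number most among the alternatives that were set before the data were examined and kept all 6 libraries and the threshold, since edgeR's likelihood ratio test called 467 genes, the same 232 genes among them. Leaving out a library lowered it to 98 without LPS replicate 1, to 98 without LPS replicate 2 and to 141 without control replicate 1. Among called genes whose 3 LPS libraries all lay on one side of the 3 control libraries, the largest rise by edgeR's fitted log2 fold change was that of the chemokine gene Ccl2, on chromosome 11 of mm9 from 81849079 to 81850954. It rose from 2.51 ± 0.678 to 80.6 ± 3.70 CPM (SD, n = 3 each), a log2 fold change of 5.00 (standard error 0.14, adjusted p = 8.58e-10 from edgeR's quasi-likelihood test). Ccl7 rose by 4.05, Mmp13 by 3.42 and Cp by 2.66 on the log2 scale. Aldh1a1 had a fitted value of 4.81 on the same scale, which rests on 1 read over the control libraries and 38 reads over the LPS libraries, a ratio of 38.5 with a 95% counting interval from 6.51 to 1561, against a ratio of 31.9 for Ccl2 with an interval from 27.9 to 36.7, so the order of these genes depends on the measure. The largest falls were those of Mgp, which fell by 1.87, Wisp2 by 1.52, Igfbp5 by 1.51, Aspn by 1.44 and Slc40a1 by 1.36. Aspn, with an adjusted p of 0.0312 from edgeR, lost its call without control replicate 1 (adjusted p = 0.0971), control replicate 2 (0.0924), LPS replicate 1 (0.0814), LPS replicate 2 (0.0944) or LPS replicate 3 (0.117). The fitted value of Aldh1a1 was 6.70 without control replicate 3, which held its 1 control read, and that of Mmp13 was 4.00 without control replicate 2.

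**Figure D2:**
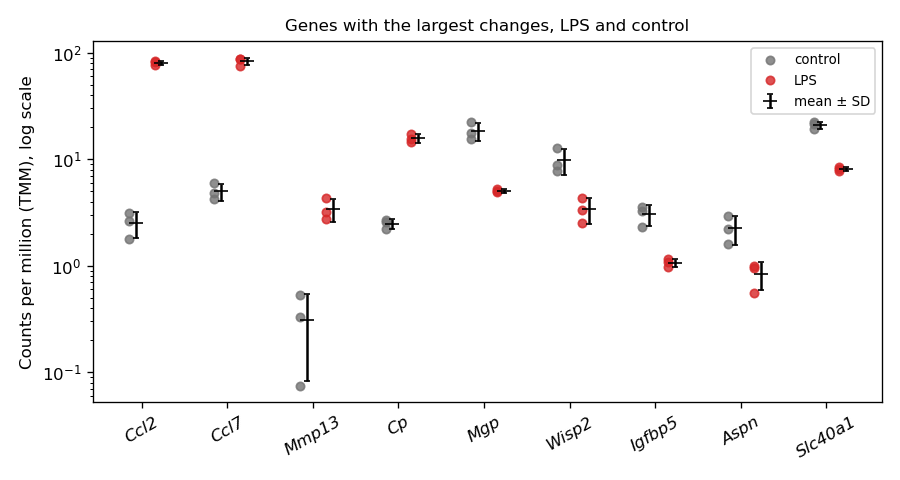
CPM after TMM scaling (vertical axis, log scale) in each control and LPS library for the genes with the largest changes (horizontal axis), with the mean and SD of 3 libraries. Aldh1a1 is left out because its control libraries held 1 read in all. For Ccl2 the control mean is 2.51 and the LPS mean is 80.6.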

In total, 416 differentially expressed genes were identified using a false discovery rate ≤ 0.05. 

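Of the 179 listed alternatively spliced genes with a tested row, 1 gene, Plscr2, was among the 232 called genes. Random lists of 179 genes matched on mean expression held 4.06 called genes on average, with 95% of 10000 lists between 1 and 8, and the two-sided permutation p was 0.166. With all 10982 tested genes as the background in place of matched lists, Fisher's exact test gave a two-sided p of 0.190. The overlap depended on the test used to call genes. With edgeR's classic exact test, 456 genes were called, and 2 of them were on the list, Plscr2 and Rrbp1, where matched lists held 7.73 on average (two-sided permutation p = 0.0268). Without control replicate 3, 234 genes were called and the overlap was 3, Plscr2, Inpp5a and 2810474O19Rik (two-sided permutation p = 0.779). Rrbp1, Inpp5a and 2810474O19Rik were chosen for mention after their values were seen. In the authors' deposited table, Plscr2 was also the 1 listed gene with an FDR of at most 0.05.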

Surprisingly, only one gene, *Plscr2* (Phospholipid Scramblase 2) was both differentially expressed and alternatively spliced. 

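Plscr2 has 2 transcript rows, and the one with the most reads lies on the plus strand of chromosome 9 of mm9 from 92170440 to 92192590. Its reads numbered 430, 436 and 354 in control replicates 1, 2 and 3, and 642, 704 and 797 in LPS replicates 1, 2 and 3. The level was 14.2 ± 1.17 CPM (SD, n = 3) in the control libraries and 25.4 ± 2.15 CPM (SD, n = 3) in the LPS libraries. The change was 1.78-fold, a log2 fold change of 0.83 (standard error 0.10, adjusted p = 0.000674 from edgeR's quasi-likelihood test). Every LPS library was above every control library (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). With each library left out in turn, the log2 fold change stayed between 0.78 and 0.90 and the adjusted p from edgeR at or under 0.00677. In the authors' deposited table, its fold change is 1.77 and its FDR is 8.89e-08.

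**Figure D3:**
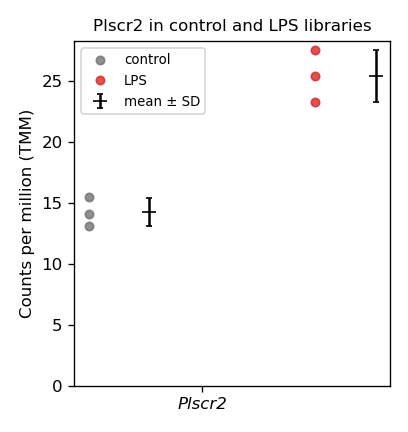
CPM of Plscr2 after TMM scaling (vertical axis) in each control and LPS library, with the mean and SD of 3 libraries. The LPS libraries, with a mean of 25.4, all lie above the control libraries, with a mean of 14.2.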

The expression level of *Plscr2* increased 1.77-fold in LPS-induced samples with FDR = 0.01, while the percentage of inclusion of one cassette exon in the 3′-untranslated region (3′-UTR) increased by 0.16.

### Known protein domains are alternatively spliced in LPS-induced transcripts

Alternatively spliced exons residing in known protein domains are more likely to disrupt protein function. Therefore, we systematically searched the overlap between LPS-induced AS events for known protein family domains documented in the pfam database [41]. Among 65 alternatively spliced exons that did not disrupt codon frame, seven overlapped with known protein domains (Table 1). In addition, seven other known domains that overlapped flanking exons had functions ranging from RNA and protein binding, enzymatic activities, methyltransferase activity, phosphopantetheinyl transferase activity, RNA editing, and microRNA processing.

**Table 1:** Alternatively spliced genes containing known protein domains

Gene Symbol	AS Type	Pfam Domain	Domain Description
Ttc13	cassete exon	TPR_11	TPR repeat
Rabep1	cassete exon	Rabaptin	Rabaptin
Camk1d	cassete exon	Pkinase	Protein kinase domain
Nr1h2	alternative 5′ splice site	Hormone_recep	Ligand-binding domain of nuclear hormone receptor
Adarb1	alternative 5′ splice site	A_deamin	Adenosine-deaminase (editase) domain
Scoc	alternative 3′ splice site	DUF2205	Predicted coiled-coil protein
Ppip5k2	alternative 3′ splice site	His_Phos_2	Histidine phosphatase superfamily (branch 2)

### Alternative splicing in known protein domains may affect protein-protein interactions

To examine whether alternatively spliced protein domains modulate protein-protein interactions, we searched for their binding partners based on two criteria: (1) at least one experimental study supporting direct interaction between the partner protein and the alternatively spliced protein in a known protein-protein interaction network [42, 43]; and (2) at least one structural study in the Protein Data Bank (PDB) supporting direct interaction between a domain in the binding partner and the domain modified by alternative splicing. For the first criterion, we merged two datasets of experimentally validated direct interactions [42, 43] and compiled a library of 9,795 protein-coding genes with 80,518 experimentally validated interactions. For the second criterion, we derived the domain interactions in PDB from iPfam [41] and then searched for proteins containing these domains in Pfam [41]. In total, 3,573 interactions with structural evidence were found between 13 alternatively spliced coding transcripts and 3103 binding partners. By joining two interaction tables, we identified eight interactions having both experimental and structural evidence. As shown in Fig. 5, these eight interactions involved three genes with altered splicing domains, Rabep1 (Rab GTPase-binding effector protein 1), Camk1d (Calcium/Calmodulin-Dependent Protein Kinase 1D), and Nr1h2 (nuclear receptor subfamily 1, group H, member 2). The alternatively spliced exons in these genes overlapped with known protein domains, including rabaptin, pkinase, and ligand-binding domain of nuclear hormone receptor.

**Fig. 5:**
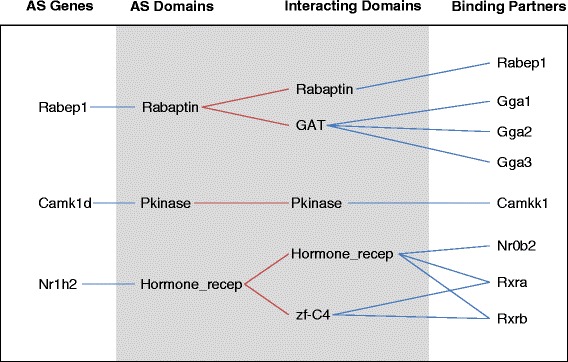
PPI with both structural and experimental evidences. Ten AS gene products involved in protein-protein interactions. Gene symbols are displayed in white regions, and corresponding protein domains are displayed with gray background. Blue line indicates a gene/protein contains a domain, and a red line indicates an interaction between protein domains

The differences in the percentage of inclusion for these three events ranged from 14 to 31 %. The potential protein partners included Rabep1, Gga1 (Golgi-associated, gamma adaptin ear containing, ARF-binding protein 1), Gga2 (Golgi-associated, gamma adaptin ear containing, ARF binding protein 2), Gga3 (Golgi-associated, gamma adaptin ear containing, ARF binding protein 3), Camkk1 (calcium/calmodulin-dependent protein kinase kinase 1, alpha), Nr0b2 (nuclear receptor subfamily 0, group B, member 2), Rxra (retinoid X receptor, alpha), and Rxrb (retinoid X receptor, beta). LPS-induced splicing changes could significantly impact these proteins’ interactions with their partners. Among these putative protein interaction partners, only one protein, Nr0b2 (nuclear receptor subfamily 0, group B, member 2), was not expressed.

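Of the 8 partners, 7 were matched to a row of the deposited counts, and Nr0b2 was not analysed here. All 7 were above 0.1 RPKM, computed here from the deposited RPM and transcript length, and 6 were above 1 RPKM. Over the 6 libraries, Rabep1 had a mean of 25.5 RPKM, Gga2 of 8.73, Rxrb of 6.43, Rxra of 3.28, Gga1 of 2.67 and Camkk1 of 1.08. Gga3 was the lowest, at 0.744 ± 0.183 RPKM (SD, n = 6), with between 51 and 118 reads per library. None of the 7 was called between LPS and control by edgeR's quasi-likelihood test, over all rows or adjusted over the list alone, and none by edgeR's classic exact and likelihood ratio tests, DESeq2 or limma-voom. At an unadjusted p under 0.05 there was 1, Gga3, with a log2 fold change of -0.48 (standard error 0.21). The other log2 fold changes lay between -0.31 for Camkk1 and 0.02 for Rabep1, and the latter changed sign with no scaling (-0.0059), without control replicate 1 (-0.032) and without LPS replicate 1 (-0.018).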

### Intrinsic disorder and molecular recognition features in LPS-induced alternative spliced regions

It was previously reported that alternatively spliced regions are enriched with unfolded protein regions (intrinsic disorder) [44]. To examine these features within LPS-induced alternatively spliced regions (cassette exons, alternative 5’/3′ exons and retained introns), we performed disorder prediction on the protein sequences of these regions using VSL2B [45], a bioinformatics algorithm for predicting intrinsically disordered regions based on the biophysical properties of amino acids. Among the alternative regions of 65 protein sequences translated from LPS-induced alternative splicing events, 34 (52.3 %) were predicted to be totally disordered, 21 (32.3 %) partially disordered, and only 10 (15.3 %) totally structured (Fig. 6). These percentages are consistent with previous reports that alternatively spliced exons tend to locate in intrinsically disordered regions [46].

**Fig. 6:**
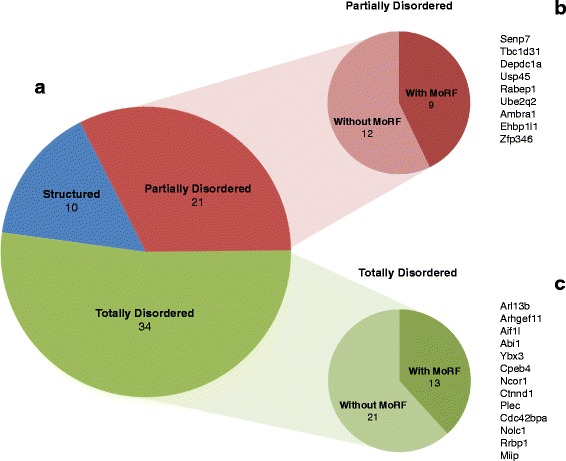
Predicted disorder of AS gene products. **a** The distribution of 65 non-frameshifting protein coding AS genes in three categories, including totally disordered, partially disordered and structured. **b** The MoRF containing and non-containing events among partially disordered AS genes. The list of MoRF containing genes is shown on the right. **c** The same distribution and gene list as panel B but it is for totally disordered AS genes

A molecular recognition feature (MoRF) is a region in an RNA that undergoes a disorder–order transformation while bound by another protein. We predicted MoRF regions within the alternative regions using the software tool MoRF2 [44]. As a result, among the 55 alternatively spliced exons in the partial or totally disordered regions, 22 contained regions predicted to be MoRFs (Fig. 6, Additional file 4); these regions could thus be regarded as potential protein-protein interaction sites.

### Post-translational modification sites within alternatively spliced regions

We next annotated post-translational modification (PTM) sites in regions affected by LPS-induced alternative splicing. We searched known PTM sites deposited in UniProt, and we also predicted novel ones using ModPred [47]. Three alternatively spliced exons containing known PTM (phorphorylation) sites localized to three genes, Abi1 (abl-interactor 1), Depdc1a (DEP Domain-Containing 1), and Ybx3 (Y box-binding protein 3). In addition, 13 PTMs were predicted to occur in 29 alternatively spliced regions, including proteolytic cleavage, phosphorylation, amidation, hydroxylation, carboxylation, ADP-ribosylation, O-linked glycosylation, acetylation, GPI anchor amidation, palmitoylation, pyrrolidone carboxylic acid, methylation and ubiquitination (Fig. 7). Proteolytic cleavage sites were the most common PTM sites, appearing in 14 alternative regions. It is possible that LPS affects the signaling activities of these proteins by inclusion or exclusion of the PTM sites in the final protein product (i.e., whether or not it is cleaved).

**Fig. 7:**
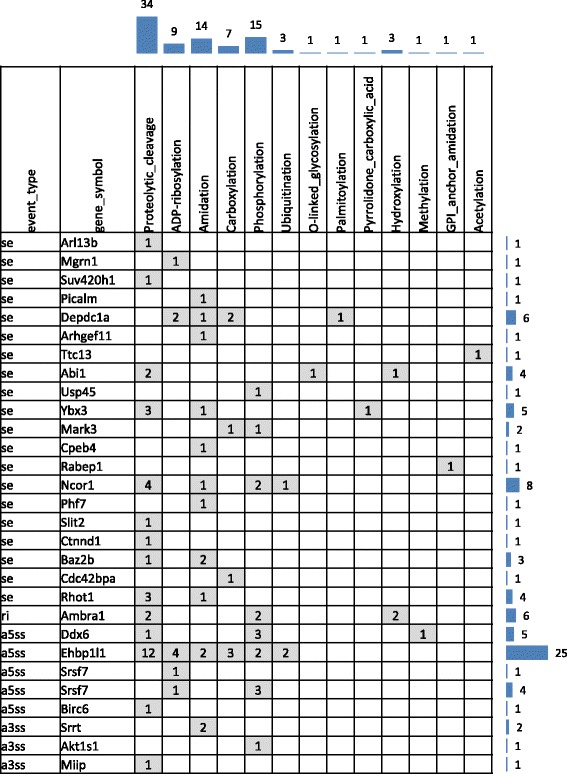
Predicted PTM sites in AS regions. Column displays different types of PTM sites, and row displays the event types and LPS-induced AS genes. The numbers in the shadowed grids on the crossing of gene A and PTM type B shows how many type B PTM sites fall in the AS region of gene A. The total number of PTM sites in each gene is displayed on the right, and the total number of PTM sites in each type is displayed on the top

### Characterization of potential splicing regulators

We defined 7 regulatory regions for each cassette exon event (Fig. 8), among which Region 1 and 7 are 150 nt constitute exon segments, Region 2, 3, 5 and 4 are 300 nt intronic segments, and Region 4 is the whole cassette exon. We used FIMO [48] to search for CISBP-RNA [49] motifs within the regulatory regions of both up-regulated and down-regulated cassette exon events. With *p*-value cutoff of 1E-4 and FDR cutoff of 0.1, we identified 29 RBP motifs in the up-regulated events, and 23 in the down-regulated events. BRUNOL5, BRUNOL4 and RBM38 are the most frequently observed RBPs. Their motifs concentrate in Region 2 and 3 for up-regulated events, and in Region 5 for down-regulated events. These three proteins are all known as RNA-splicing related. Motifs of several other RNA-splicing related proteins, including SRSF2, HNRNPL, HNRNPLL, HNRNPH2 and PCBP2, are observed in both up-regulated and down-regulated cassette exon regulatory regions. Some RBPs (SRSF9, RBM5, PCBP3, PCBP1, ZCRB1, NCL, FUSIP1, PABPN1, TARDBP and NOVA2) are found exclusively in up-regulated cassette exon events, and some (KHDRBS3, BRUNOL6, G3BP2, FXR1, SRSF4, SNRNPA, SNRPB2) are found exclusively in down-regulated events.

**Fig. 8:**
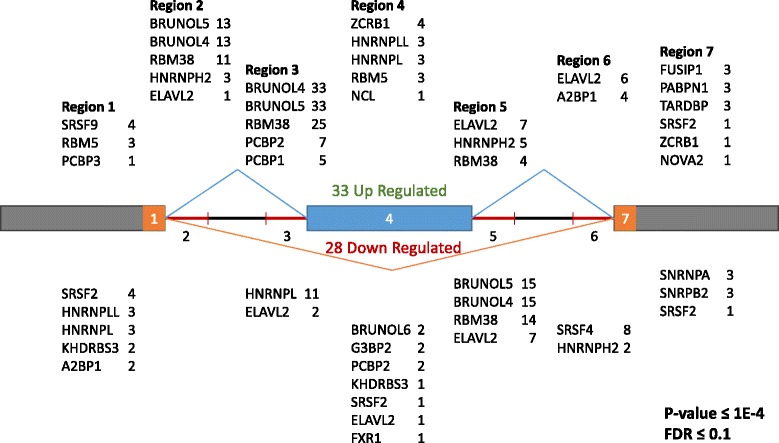
RNA binding protein (RBP) motifs in regulatory regions of differentially spliced events. RBP names and their occurrences are listed adjacent to corresponding regulatory regions

## Discussion

Lipopolysaccharide (LPS, endotoxin) is a complex associated with the outer membrane of Gram-negative bacteria, capable of triggering a series of cellular responses in many cell types. One promising advance is to use LPS as a pre-conditioning agent to improve BMSC therapeutic efficacy for repairing ischemic, injured tissues [23, 50]. For such application, because LPS is a potent stimulant for the host immune system, BMSCs should be washed using PBS to completely remove any residual endotoxin before administration. We reported previously that BMSCs treated with LPS produced more angiogenic factors VEGF, IGF-1 and HGF [51, 52] which can spur the formation of new blood vessels in ischemic tissue and survival and differentiation of implanted BMSCs. By contrast, with the growing incidence of sepsis, in which free LPS can bind to and activate Toll-like receptor 4 on many cell types, the roles of LPS on endogenous BMSCs and other cell types are worth detailed investigation.

Microarray studies have reported that expression levels of hundreds of genes can be altered after LPS treatment in different tissues. In recent years, high-throughput RNA sequencing technology has provided a more accurate and comprehensive measurement of RNA transcript levels and their isoforms than historic array-based methods. This technological advance has enabled measuring not only gene expression level alterations amongst different conditions, but also complicated splicing pattern changes in response to specific cellular perturbations. In this study, we systematically identified alternative splicing changes in mouse bone marrow-derived mesenchymal stem cells (BMSCs) in response to LPS treatment, using RNA-seq technology. We further implemented a series of bioinformatics tools to evaluate the biological functions of alternatively spliced exons and their host genes.

We observed strong enrichment in three functional categories amongst the gene products whose splicing patterns were altered by LPS treatment, phosphoproteins, zinc finger proteins, and proteins subject to acetylation. Most of these proteins were signaling proteins, and the subtle differences in their splicing isoforms could affect their function.

Among 161 gene products containing AS exons, 97 belonged to phosphoprotein families, five of which contained documented phosphorylation sites in their AS regions found in the UniProt database. These proteins included Kansl2 (KAT8 regulatory NSL complex subunit 2), Depdc1a (DEP domain-containing 1), Abi1 (abl-interactor 1), Ybx3 (Y box-binding protein 3), and UBl4a (Slc10a3-Ubl4 readthrough). The functions of these proteins strongly associate with the functions of BMSCs. For instance, Abi1 contains one cassette of exons whose percentage of inclusion increased by 14 % after LPS induction (ΔΨ = 0.14), with one phosphorylation site in the AS region documented in the UniProt database. Widely expressed with highest levels in bone marrow, spleen, brain, testes, and embryonic brain, Abi1 may negatively regulate cell growth and transformation by interacting with the nonreceptor tyrosine kinases ABL1 and/or ABL2, thus regulating EGF-induced Erk pathway activation and EGFR signaling. In addition to these five proteins, eight other AS regions were predicted to have phosphorylation sites, based on their amino acid contents. These proteins included Usp45 (ubiquitin-specific peptidase 45), Mark3 (MAP/microtubule affinity-regulating kinase 3), Ncor1 (nuclear receptor corepressor 1), Ctnnd1 (cadherin-associated protein, beta 1), Ambra1 (autophagy/beclin-1 regulator 1), Ddx6 (DEAD (Asp-Glu-Ala-Asp) box helicase 6), Ehbp1l1 (EH domain binding protein 1-like 1), and Akt1s1 (AKT1 substrate 1). Overall, LPS may affect the functions of these proteins by including/excluding specific domains amenable to phosphorylation.

Among the proteins containing LPS-induced alternative splicing events, 25 contained multiple types of zinc finger domains, including PHD (Plant Homeo Domain), RING (Really Interesting New Gene), and C2H2-type zinc-finger domains. Four proteins, Phf7 (PHD finger protein 7), Phf20 (PHD finger protein 20), Phf20l1 (PHD finger protein 20-like 1), and Phrf1 (PHD and ring finger domains 1), contained PHD-type zinc finger domains known to recognize trimethylated histone lysines (thus possibly influencing chromatin structure). Four other proteins, Rnf14 (ring finger protein 14), Rad18 (RAD18 homolog), Trim28 (tripartite motif-containing 28), and Trim2 (tripartite motif-containing 2), all contain RING-type zinc fingers, known ligases for ubiquitination enzymes and their substrates. It is well documented that both PHD and RING-type domains are usually involved in protein-protein binding [53, 54], and such binding could possibly be disrupted by splicing variations.

Overall, the LPS-induced AS genes could be classified into several categories (Fig. 9), including kinases, zinc-finger proteins, transcription, RNA-binding, cytoskeleton, and protein acetylation. Many of these proteins were also phosphoproteins, which play significant roles in cell signaling. Analysis of the relationship between splicing and protein structure has suggested that AS exons play major roles in controlling protein-protein interactions (PPIs) through disrupting either known protein interaction domains or molecular recognition sites, which typically locate in intrinsically disordered regions. Our analysis suggests that LPS-induced alternative splicing could affect PPIs through both mechanisms. In particular, protein interaction domains of three proteins with known PPI partners were disrupted by LPS-induced splicing alterations (Fig. 5). Interestingly, all three interactive domains could self-interact (forming domain-domain interactions with themselves), and one of these domains facilitates homodimerization of Rabep1 (RAB GTPase binding effector protein 1). Expressed in embryonic tissues and most types of stem cells, Rabep1 showed abundant expression in BMSCs (about 30 RPKM). 

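Rabep1 lies on the plus strand of chromosome 11 of mm9 from 70658265 to 70756607, with a transcript of 5423 nt. Between 3779 and 4293 reads per library were counted on it. This gave 25.4 ± 1.52 RPKM (SD, n = 3) in the control libraries and 25.5 ± 1.04 RPKM (SD, n = 3) in the LPS libraries, and the means differ by less than the SD of either group. The log2 fold change was 0.02 (standard error 0.08, adjusted p = 0.964 from edgeR's quasi-likelihood test), and its sign changed with no scaling (-0.0059), without control replicate 1 (-0.032) and without LPS replicate 1 (-0.018).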

Homo-dimerization of this protein is involved in early endosome fusion [55], an event directly related to the paracrine effects of BMSCs, where small vesicles are released when multivesicular endosomes fuse with the plasma membrane [56, 57]. In addition, Rabep1 also moderates intracellular transportation between lysosomes and the Golgi apparatus [58], and between the Golgi apparatus and endoplasmic reticulum [59]. LPS treatment also increased the inclusion of the interaction domain by 14 %, which could increase either homodimerization or heterodimerization with other interaction partners.

**Fig. 9:**
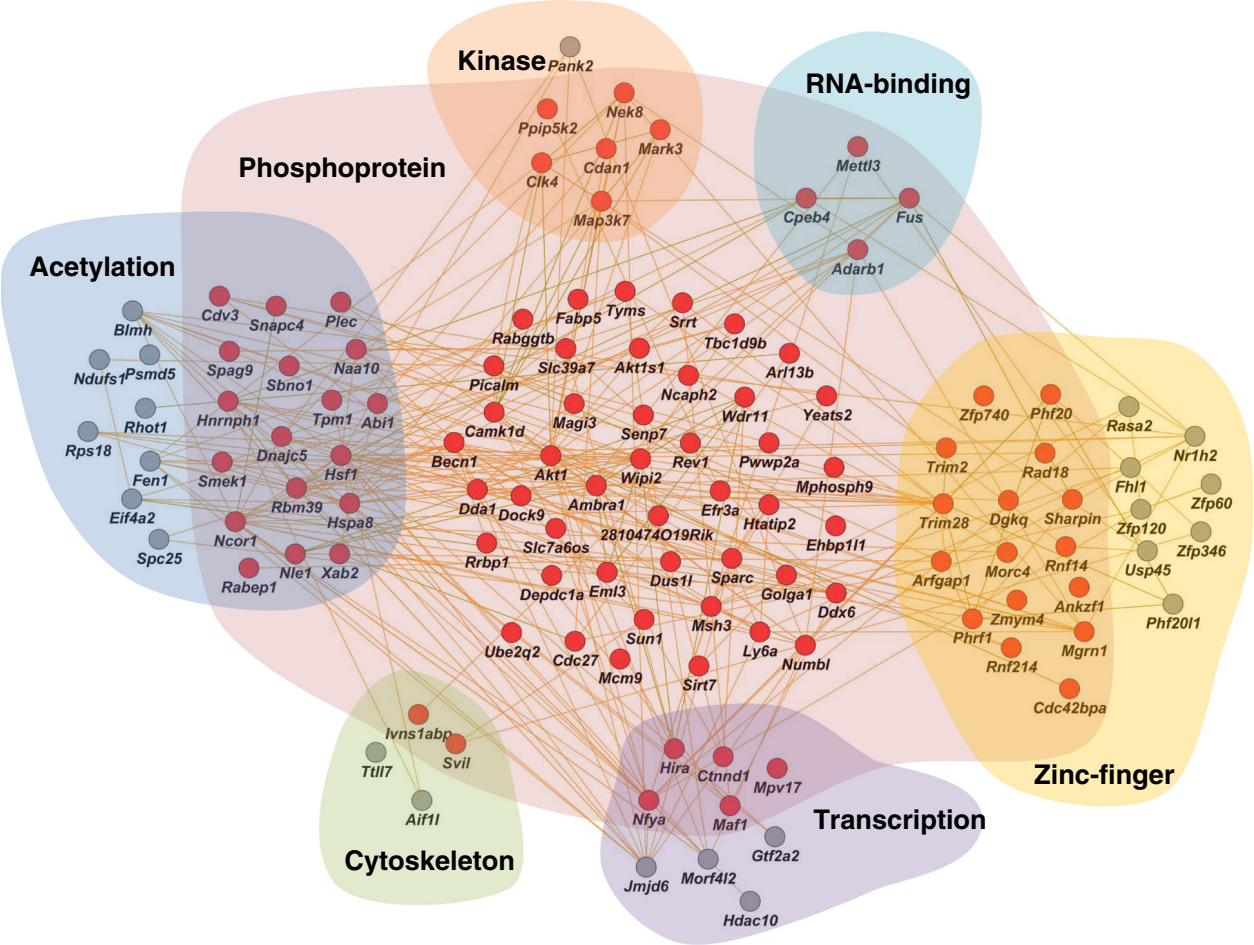
Predicted interaction network among LPS-induced AS genes. Red nodes indicate genes producing phosphoproteins, and gray nodes indicate genes not involved in protein phosphorylation. Genes associated with terms other than phosphoproteins are clustered in corresponding shadowed areas. These terms include acetylation, cytoskeleton, transcription, zinc-finger, RNA-binding and kinase

We further evaluated how differences in splicing patterns in transcriptional regulators affected their regulatory activity by assessing gene expression changes of their downstream target genes. NFYA (nuclear transcriptional factor Y) contains an alternative acceptor site whose splicing pattern in BMSCs is altered by LPS treatment; the overall percentage of inclusion of the alternative acceptor site decreased by 31 % (Sashimi plot for NFYA shown in Additional file 5). Moreover, the expression of five downstream target genes of NFYA were enriched for genes found differentially expressed (*p*-value ≤ 0.01) by LPS treatment (FDR ≤ 0.05), including COL11A1 (collagen, type XI, alpha 1), COL5A3 (collagen, type V, alpha 3), FGFR2 (Fibroblast Growth Factor Receptor 2), PGK1 (phosphoglycerate kinase 1) and RGS4 (regulator of G-protein signaling 4). It was previously reported that NFYA activates transcription levels of COL11A1 and FGFR2 [60]; these two genes were both downregulated by LPS, suggesting inhibition of NFYA function by the removal of 18 nt (or 6 amino acids) after LPS treatment, thus impacting NFYA downstream effectors.

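All 5 genes had a row. In edgeR's quasi-likelihood test, 4 of them had an adjusted p of at most 0.05 over all rows, and 5 did when adjusted over the list alone, a list that the study chose on these samples, so the second count is not independent evidence. Col11a1, on chromosome 3 of mm9 from 113733458 to 113923244, fell from 110.2 ± 14.6 to 76.8 ± 9.37 CPM (SD, n = 3 each), a log2 fold change of -0.52 (standard error 0.11, adjusted p = 0.0266). Fgfr2, on chromosome 7 from 137305965 to 137410322, fell from 57.7 ± 2.26 to 42.4 ± 1.19, a log2 fold change of -0.44 (standard error 0.07, adjusted p = 0.00791). Pgk1, on chromosome X from 103382463 to 103399038, rose from 82.4 ± 0.412 to 108 ± 8.49, a log2 fold change of 0.40 (standard error 0.08, adjusted p = 0.0179). Col5a3, on chromosome 9 from 20574494 to 20619478, rose from 52.7 ± 6.28 to 74.1 ± 11.1, a log2 fold change of 0.49 (standard error 0.11, adjusted p = 0.0468). Rgs4, on chromosome 1 from 171671608 to 171677773, had between 62 and 107 reads per library and rose by 0.63 on the log2 scale (standard error 0.18), which was not past the threshold (adjusted p = 0.113 from edgeR). In each of the 5 genes, all LPS libraries lay on one side of all control libraries. Chance alone gives this for 10% of genes, a rate that does not apply to genes chosen on these samples. The calls depended on single libraries. Without control replicate 1, LPS replicate 1 or LPS replicate 2, 1 of the 5 was called, without LPS replicate 3 there were 2, and without control replicate 2 or control replicate 3 there were 3. The highest adjusted p from edgeR with a library left out was 0.137 for Col11a1, 0.236 for Col5a3, 0.0669 for Fgfr2 and 0.131 for Pgk1. Col5a3 was also not called with no scaling (adjusted p = 0.0720 from edgeR), with upper quartile scaling (0.0521) or with limma-voom (0.0523). With edgeR's classic exact test or its likelihood ratio test, all 5 were called. In the authors' deposited table, Col5a3 has an FDR of 0.0759 and Rgs4 of 0.0608, and the other 3 are at most 0.05.

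**Figure D4:**
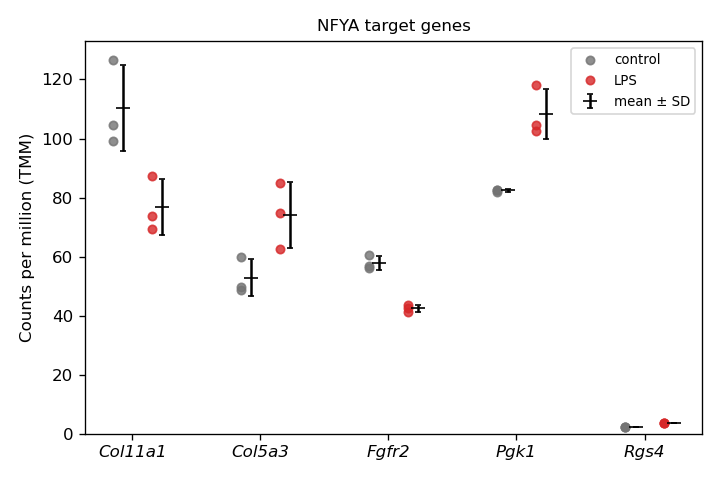
CPM after TMM scaling (vertical axis) of the 5 genes (horizontal axis) in each control and LPS library, with the mean and SD of 3 libraries. Col11a1 and Fgfr2 are lower in the LPS libraries, with means of 76.8 and 42.4 against 110.2 and 57.7, and the others are higher.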

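The expression of Nfya itself was 21.5 ± 0.914 CPM in the control libraries and 23.6 ± 0.291 in the LPS libraries (SD, n = 3 each), a log2 fold change of 0.14 (standard error 0.08, adjusted p = 0.587 from edgeR's quasi-likelihood test). The gene lies on the minus strand of chromosome 17 of mm9 from 48526210 to 48549145. In the GENCODE annotation of that build, a pair of acceptor sites 18 nt apart opens the coding exon that ends, in the direction of transcription, at 48531665. The longer form starts at 48531831 and the shorter at 48531813, so that the alternative bases run from 48531814 to 48531831. Read on the strand of the gene, they are TTACAGTCCCTGTTTCAG, preceded by the intron end TTTCTTAAAG and followed by GCATGATCACCATCCCAGCA. Of the annotated transcripts, 5 have the longer form, 3 the shorter, and 1 a form whose exon starts at 48531825. The inclusion of these bases was not analysed here, since the counts are per transcript and not per junction. The paper proposes that the loss of 18 nt inhibits NFYA. Its grounds include the lower expression of Col11a1 and Fgfr2 after LPS and earlier reports that NFYA activates both. The paper also reports an enrichment of NFYA targets among its differentially expressed genes. By its methods, a pathway tool predicted NFYA as an upstream regulator from the expression data and known interactions. The paper's text gives no coordinates for the 18 nt, and the bases above were matched to them here by length.

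**Figure D5:**
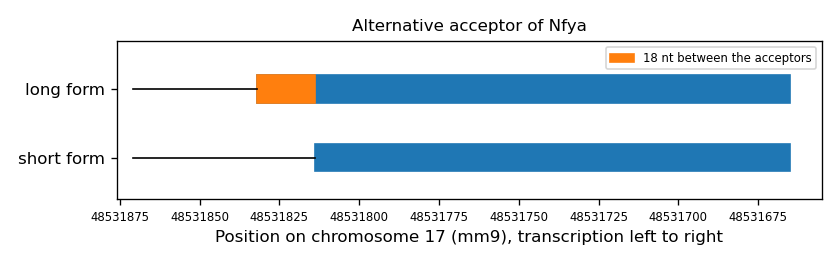
Map of the Nfya exon on chromosome 17 of mm9 (horizontal axis, transcription from left to right), drawn to scale for the longer and shorter forms. The bases from 48531814 to 48531831 are in the longer form only.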

## Conclusion

In summary, we used RNA sequencing to analyze LPS-induced alternative splicing changes in BMSCs. LPS modified the alternative splicing pattern of phosphoproteins, zinc finger proteins, and proteins subject to acetylation. Most of the affected proteins were signaling proteins that could change BMSC biological function. Although it is still to be determined whether such modifications underlie BMSC therapeutic efficacy, our characterizations provide greater understanding of the mechanisms and clinical usage of promising BMSC therapies.

## Methods

### Preparation of mouse BMSCs

A single-step stem cell purification method was employed as previously described [61]. Briefly, BMSCs were collected from the bilateral femurs and tibias of sacrificed mice by removing the epiphyses and flushing the shaft with complete media, Iscove’s Modified Dulbecco’s Medium (IMDM; Life Technologies) and 10 % fetal bovine serum (Life Technologies), using a syringe with a 26G needle. Cells were disaggregated by vigorous pipetting and passed through a 30-μm nylon mesh to remove any remaining clumps of tissue. Cells were then centrifuged for 5 min at 500 g at 24 °C. The cell pellet was then resuspended and cultured in 75 cm^2^ culture flasks in complete media at 37 °C with 5 % CO_2_. Since BMSCs preferentially attach to polystyrene [62], after 48 h, floating non-adherent cells were discarded. Fresh complete media was added and replaced every three or four days thereafter. When the cells reached 90 % confluence, MSC cultures were recovered by the addition of a solution of 0.25 % trypsin-EDTA (Invitrogen) and passaged. Cell passage was restricted to passages 6–10 for the experiments. To purify BMSCs, the cells were subject to fluorescence-activated cell sorting (FACS) analysis, with collection of cells positive for Sca-1 and CD44 [62], but negative for the hematopoietic stem cell and macrophage marker CD45 [25].

### RNA sample preparation and RNA-seq assay

BMSCs were plated at 1 × 10^5^ cells/well/ml for 24 h and further treated with LPS (200 ng/ml) for another 24 h, and total RNA was extracted before and after LPS treatment, following a standard protocol [25]. Experiments were conducted in triplicate.

Standard methods were used for RNA-seq library construction, EZBead preparation, and Next-Gen sequencing, based on the Life Technologies SOLiD 5500xl system. Briefly, 2 μg of total RNA per sample was used for library preparation. The rRNA was first depleted using the standard protocol of RiboMinus Eukaryote Kit for RNA-Seq (Ambion), and rRNA-depleted RNA was concentrated using a PureLink RNA Micro Kit (Invitrogen) with 1 volume of lysis buffer and 2.5 volumes of 100 % ethanol. After rRNA depletion, a whole transcriptome library was prepared and barcoded per sample using the standard protocol of SOLiD Total RNA-seq Kit (Life Technologies). Each barcoded library was quantified by quantitative polymerase chain reaction (qPCR) using SOLiD Library Taqman qPCR Module (Life Technologies) and pooled in equal molarity. EZBead preparation, bead library amplification, and bead enrichment were then conducted using the Life Technologies EZ Bead E80 System. Finally sequencing by ligation was performed using a standard single-read, 5′-3′ strand-specific sequencing procedure (75 nt-read) on SOLiD 5500xl.

### Bioinformatics analysis for RNA-seq data

RNA-seq data analysis included the following steps: quality assessment, sequence alignment, and alternative splicing analysis. The RNA-seq data can be accessed through the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE64568).

### Data processing and quality assessment

We used SOLiD Instrument Control Software and SOLiD Experiment Tracking System software for read quality recalibration. Each sequence read was scanned for low-quality regions, and if a 5-base sliding window had an average quality score less than 20, the read was truncated at that position. Any read < 35 bases was discarded. Our experience suggests that this strategy effectively eliminates low-quality reads, while retaining high-quality regions [63–65].

### Sequence alignment

We used BFAST (http://sourceforge.net/projects/bfast/) [66] as our primary alignment algorithm due to its high sensitivity for aligning reads on loci containing small insertions and deletions, as compared to the reference genome (mm9). We then used a TopHat-like strategy [67] to align the sequencing reads containing cross-splicing junctions using NGSUtils (http://ngsutils.org/) [63]. After aligning the reads to a filtering index including repeats, ribosome RNA, and other sequences that were not of interest, we conducted a sequence alignment at three levels: genome, known junctions (University of California Santa Cruz Genome Browser), and novel junctions (based on the enriched regions identified in the genomic alignment). We restricted our analysis to uniquely aligned sequences with no more than two mismatches.

### Alternative splicing analysis

We used MISO (mixture of isoforms) [34] to identify alternatively spliced exons whose splicing patterns were altered after LPS treatment. We first used Samtools (v0.1.19) to merge six RNA-seq samples into two BAM files according to their biological conditions, i.e., control vs. LPS-treated samples. We then estimated Percent Spliced In (PSI or Ψ), which indicates the proportion of RNA isoforms containing the alternatively spliced exon (inclusive isoforms) among all isoforms (inclusive plus exclusive isoforms). We also computed a Bayes factor (BF) to describe the likelihood of an AS event between the LPS-treated and control conditions. A BF of 5 means that an AS event is 5 times more likely to be differentially spliced than not. Both Ψ and BF values were computed by the software package MISO [34]. The difference between Ψ s across the two conditions was defined as ΔΨ. We required each AS event to have a BF > 5 and |ΔΨ| > 0.05 to be considered differentially spliced.

### Ontological annotations

The functions and cellular locations of AS genes were annotated by the pathway analysis tool Ingenuity Pathway Analysis (IPA), and the functional and biochemical properties of these genes were further annotated based on SwissProt and PIR keywords with DAVID v6.7 [38].

### Protein domains overlapping AS regions

Protein domain information was predicted based on the RNA nucleotide sequences of the alternatively spliced exon, and 30-base flanking sequencings of both upstream and downstream exons. These RNA sequences were then translated into peptides, based on open reading frames (ORFs) documented by Ensembl and Refseq, which were then input into Pfam [41] for identification of protein domains overlapping AS regions.

### Identification of protein-protein interactions (PPI)

We also examined whether alternatively spliced exons overlapped with potential protein-protein interaction domains. Based on the protein domains identified in or overlapping AS regions, we retrieved their binding partner domains with iPfam [41], which documents domain-domain interactions in the Protein Data Bank (PDB). We further used Pfam to search for genes encoding partner domains (i.e., potential protein interaction partners). The identified protein interaction partners were verified by two protein-protein interaction databases derived from high-throughput experiments.

### Other characterizations

Protein disorder was predicted with VSL2B [45], a highly regarded protein disorder prediction tool, especially for long regions of disorder [68]. We required the peptides flanking the AS regions to be at least 9 amino acids long for accurate prediction. Potential binding sites were predicted with MoRF2, a software tool that predicts protein-binding sites that undergo a disorder–order transformation while binding another protein molecule [69]. Known post-translational modification (PTM) sites were derived from UniProt, and novel PTM sites were predicted by ModPred [47]. The upstream gene regulator NFYA (Nuclear transcription Factor Y subunit Alpha) [70] was predicted by Ingenuity Pathway Analysis (IPA), based on gene expression data and known regulatory gene interactions.

## Abbreviations

AS, Alternative splicing; BF, Bayesian factor; BMSCs, Bone marrow stromal cells; LPS, Lipopolysaccharide; NMD, Nonsense-mediated decay; PSI, or Ψ, Percent spliced in; PTM, Post-translational modification; PPIs, Protein-protein interactions; UTRs, Untranslated regions

## Additional files

Additional file 1: Statistics of the RNA sequencing experiment. (DOCX 13 kb) Additional file 2: Functions and cellular locations of AS genes. (DOCX 12 kb) Additional file 3: The function and localization of alternatively spliced genes. (DOCX 23 kb) Additional file 4: Alternatively spliced genes containing Molecular Recognition Features (MoRF). (DOCX 12 kb) Additional file 5: Sashimi plot of NFYA. (PDF 121 kb)

# Supplementary material for: Lipopolysaccharide treatment induces genome-wide pre-mRNA splicing pattern changes in mouse bone marrow stromal stem cells
**Source:** BMC Genomics. 2016 Aug 22;17(Suppl 7):509. doi: 10.1186/s12864-016-2898-5
**Supplement:** Additional file 1: — Statistics of the RNA sequencing experiment.

Additional File 1. Statistics of the RNA sequencing experiment

| **Sample** | **Group** | **Sum of Raw FASTQ** | **Sum of Passed Quality Control (QC) Filter** | **%passQC** | **Sum of Passed Seq Filter (rRNA/tRNA)** | **%passSeqFilter/passQC** | **%passSeqFilter/RawFASTQ** | **Sum of Mapped** | **%mapped/passFilter** | **%Overallmapped** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Library1_1 | CTR | 56576037 | 50499686 | 89.26 | 38033602 | 75.31 | 67.23 | 31752992 | 83.49 | 56.12 |
| Library2_2 | CTR | 59674412 | 54819003 | 91.86 | 37784090 | 68.93 | 63.32 | 31603786 | 83.64 | 52.96 |
| Library3_3 | CTR | 43434865 | 37622163 | 86.62 | 33262389 | 88.41 | 76.58 | 29070658 | 87.4 | 66.93 |
| Library4_4 | LPS | 47452526 | 42001138 | 88.51 | 35363458 | 84.2 | 74.52 | 30198874 | 85.4 | 63.64 |
| Library5_5 | LPS | 59253111 | 53152924 | 89.7 | 42448510 | 79.86 | 71.64 | 36138497 | 85.13 | 60.99 |
| Library6_6 | LPS | 59897311 | 52868581 | 88.27 | 40708184 | 77 | 67.96 | 34247425 | 84.13 | 57.18 |

# Supplementary material for: Lipopolysaccharide treatment induces genome-wide pre-mRNA splicing pattern changes in mouse bone marrow stromal stem cells
**Source:** BMC Genomics. 2016 Aug 22;17(Suppl 7):509. doi: 10.1186/s12864-016-2898-5
**Supplement:** Additional file 2: — Functions and cellular locations of AS genes.

Additional File 2. Functions and cellular locations of AS genes

|  | Nucleus | Cytoplasma | Plasma Membrane | Extracellular Space | Other | Total |
| --- | --- | --- | --- | --- | --- | --- |
| Enzyme | 13 | 12 |  |  | 4 | 29 |
| G-protein Coupled Receptor |  |  | 1 |  |  | 1 |
| Transmembrane Receptor |  |  | 3 |  |  | 3 |
| Kinase | 2 | 9 |  |  |  | 11 |
| Ligand-dependent  Nuclear Receptor | 1 |  |  |  |  | 1 |
| Peptidase | 1 | 3 |  |  | 2 | 6 |
| Phosphatase |  |  | 1 |  | 1 | 2 |
| Transcription Regulator | 17 | 2 |  |  | 1 | 20 |
| Transporter |  | 6 | 1 |  |  | 7 |
| Other | 30 | 35 | 12 | 6 | 34 | 117 |
| Total | 64 | 67 | 18 | 6 | 42 | 197 |

# Supplementary material for: Lipopolysaccharide treatment induces genome-wide pre-mRNA splicing pattern changes in mouse bone marrow stromal stem cells
**Source:** BMC Genomics. 2016 Aug 22;17(Suppl 7):509. doi: 10.1186/s12864-016-2898-5
**Supplement:** Additional file 3: — The function and localization of alternatively spliced genes.

Additional File 3. The function and localization of alternatively spliced genes

TR: transcription regulator

TMR: transmembrane receptor

TLR: translation regulator

GPCR: G-protein coupled receptor

PM: plasma membrane

# Supplementary material for: Lipopolysaccharide treatment induces genome-wide pre-mRNA splicing pattern changes in mouse bone marrow stromal stem cells
**Source:** BMC Genomics. 2016 Aug 22;17(Suppl 7):509. doi: 10.1186/s12864-016-2898-5
**Supplement:** Additional file 4: — Alternatively spliced genes containing Molecular Recognition Features (MoRF).

Additional File 4. Alternatively spliced genes containing Molecular Recognition Features (MoRF)

| **gene_symbol** | **gene_description** |
| --- | --- |
| Arl13b | ADP-ribosylation factor-like 13B |
| Senp7 | SUMO1/sentrin specific peptidase 7 |
| Tbc1d31 | TBC1 domain family, member 31 |
| Depdc1a | DEP domain containing 1 |
| Arhgef11 | Rho guanine nucleotide exchange factor (GEF) 11 |
| Aif1l | allograft inflammatory factor 1-like |
| Abi1 | abl-interactor 1 |
| Usp45 | ubiquitin specific peptidase 45 |
| Ybx3 | Y box binding protein 3 |
| Cpeb4 | cytoplasmic polyadenylation element binding protein 4 |
| Rabep1 | rabaptin, RAB GTPase binding effector protein 1 |
| Ncor1 | nuclear receptor corepressor 1 |
| Ube2q2 | ubiquitin-conjugating enzyme E2Q family member 2 |
| Ctnnd1 | catenin (cadherin-associated protein), delta 1 |
| Plec | plectin |
| Cdc42bpa | CDC42 binding protein kinase alpha (DMPK-like) |
| Ambra1 | autophagy/beclin-1 regulator 1 |
| Ehbp1l1 | EH domain binding protein 1-like 1 |
| Zfp346 | zinc finger protein 346 |
| Nolc1 | nucleolar and coiled-body phosphoprotein 1 |
| Rrbp1 | ribosome binding protein 1 |
| Miip | migration and invasion inhibitory protein |

How the deposited data were processed for this re-analysis (not part of the article)

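The libraries were made from mouse bone marrow stromal stem cells, 3 untreated and 3 treated with 200 ng/ml LPS for 24 h, and sequenced in single-end, strand-specific runs. The authors trimmed and removed low-quality reads, removed reads on ribosomal RNA and repeats, aligned the others with BFAST to mm9 and to splice junctions, and kept unique alignments. The authors deposited, for each RefSeq transcript, the number of reads as a whole-number count without normalization, and the same count as RPM, divided by a total per library that the sources used here do not name. The authors also deposited a comparison of LPS with control, with a log2 fold change, a p-value and an FDR for each transcript, and the transcript length. The paper names edgeR for this comparison and its text names no edgeR test, scaling or filter. The counting tool and the RefSeq release are not given in the sources used here.

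All of the tests given at the claims used the deposited counts. They were run in R version 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and the tables were made in Python 3.11.15. Counts were scaled by TMM, rows were filtered by filterByExpr, which left 15431 of them and dropped 105, and edgeR's quasi-likelihood test was run with Benjamini-Hochberg adjustment and a threshold of 0.05. The columns gave the condition and replicate of each library by name. RPKM was computed as the deposited RPM divided by the transcript length. In 34 rows, spreadsheet software had turned the gene symbol into a date, and the 16 genes behind them were named from their RefSeq accessions. Lists of genes were compared with 10000 random lists, matched on mean expression in 20 classes for the overlap. Gene lists were tested with limma's camera at a preset correlation of 0.01 on 1 row per gene. The lists were written without sight of the values, from general knowledge of genes of the NF-kB response to LPS, interferon, proliferation, macrophages and stromal cells. Lists were also made of the paper's NFYA targets, interaction partners, genes of Table 1, phosphoproteins of the discussion, angiogenic factors, sorting markers and RNA-binding proteins, and of LPS pathway genes, of which the paper names some.

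On counts simulated from these libraries, with 200 of 15424 rows changed, the quasi-likelihood test recovered 96.5% of the changed rows and 6.3% of its calls were false, while edgeR's classic exact test recovered 98.5% with 11.7% of its calls false. This was 1 simulation of this comparison. Each changed row was given a log2 change of at least 1 in size, and rows were drawn independently of each other. Smaller changes, such as those of the NFYA targets, were not simulated, so these values do not give the power for them. Rows of a gene share reads in the real counts, so the shares of false calls need not hold there.

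The genes named in the text follow a rule set in advance, apart from Gas5, Rrbp1, Inpp5a and 2810474O19Rik, which were chosen after their values were seen. By the rule they are the genes that the paper names as part of a measurement, the 5 largest rises and 5 largest falls among called genes whose LPS and control libraries do not overlap, listed spliced genes that were called, and the genes of the lists. The paper's statements about its genes had been read when the rule was set. The test, the scaling, the filter, the block by replicate number, the threshold and each library left out were varied, and the closing part gives the effect. Splicing values per event, protein domains, motifs and disorder were not analysed here, since the counts are per transcript.

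Within a group, pairs of libraries differed by more than sampling noise, with a chi-square per degree of freedom between 9.47 and 34.1 over genes. Each library was kept as a replicate. These values compare libraries with sampling noise alone, so they cannot show that the libraries are independent replicates. The depth lets a gene with few reads, such as Rgs4 with 484 reads in all, show only larger changes. A smallest two-sided p of 0.1 is what an exact permutation test of 3 against 3 libraries allows.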

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

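In this part, the tests of an exchanged library, of macrophages and of splits of the libraries were chosen after the results had been seen. The NF-kB response list holds 28 genes, of which 12 had a tested row and the other 16 were not analysed here. The signal lies in genes that the paper does not discuss. These 12 genes rose by a mean log2 fold change of 1.51 and a median of 1.09, with 11 of the 12 higher (adjusted p = 9.46e-27 by camera in limma, with a preset correlation). The call held with an estimated correlation (adjusted p = 0.00133) and under fry (adjusted p = 4.06e-06). Over all rows, edgeR's quasi-likelihood test called 8 of the 12, and adjusted over the list alone 10. By edgeR's fitted values, the largest single rises outside the paper's genes among called genes with separated groups were Ccl2 with a log2 fold change of 5.00, Aldh1a1 with 4.81, Ccl7 with 4.05, Mmp13 with 3.42 and Cp with 2.66. Ccl2 and Ccl7 are also on the list. The value of Aldh1a1 rests on 1 read in the control libraries, and its place after Ccl2 depends on the measure, since DESeq2 gave it 5.15 and Ccl2 5.00.

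An exchange of a library between the groups is argued against, since 10 of the 12 list genes had all 3 LPS libraries above all 3 control libraries, where chance gives 10% for either direction together. Macrophages among the treated cells cannot be told apart from a response of the stromal cells by these values. The paper's methods describe a sort for cells without a marker of hematopoietic stem cells and macrophages, which these values cannot check. Of 20 macrophage gene names, 2 had a row and the others were not analysed here, so no set test was run. Lyz2 had a log2 fold change of 0.37 (standard error 0.56, adjusted p = 0.874 from edgeR) at 0.387 RPKM, and between -0.33 and 0.87 with a library left out, and Cd14 of 0.43 (adjusted p = 0.593) at 0.732 RPKM. Cd14 is also a gene of the LPS pathway list. Chance cannot be excluded by regrouping, since 1 of 10 splits of the 6 libraries, the real one, gave as small a set test p for the list, and 10 splits cannot give a share under 0.1. No batch is named in the sources used here. The scaling of the counts does not decide the rise of single genes, since over the 16 alternatives set in advance the value of Ccl2 stayed between 4.81 and 5.18 and that of Cp between 2.58 and 2.73. For Mmp13 it lay between 2.98 and 4.00. Aldh1a1 was left out by the stricter filter, and over the other 15 alternatives it lay between 4.19 and 6.70. Vcam1 of this list is also on the stromal list. The methods state that RNA was taken before and after the treatment, so time in culture and LPS are not separated by these 6 libraries. The paper also sequenced cells without MyD88 before and after LPS, and reports that most of its splicing events did not occur in them. Those libraries are not among the 6 used here, so gene expression in them was not analysed. A response of the cells to LPS stays open as the biological explanation.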

How the results depend on the processing

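The alternatives were set before the data were examined, apart from 20 settings for the count of called genes, Plscr2, the NFYA targets and the overlap, which were chosen after seeing the data. Among these 20 are all settings tried on first looking at the counts. A stricter threshold lowers a count by construction. For the other changes, the cause was not tested.

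The quasi-likelihood test called 232 genes. It was 456 with edgeR's classic exact test, 467 with the likelihood ratio test, 358 with DESeq2 and 100 at an FDR of at most 0.01. With a library left out, the count ran from 98, without LPS replicate 1 and also without LPS replicate 2, to 234, and it was 141 without control replicate 1. Limma-voom, no scaling, upper quartile scaling, no filter and a stricter filter gave counts between 205 and 236. Of the settings chosen after seeing the data, the GC and length offset gave 376 and the offset with the replicate block 412, with 224 higher and 188 lower, against 147 and 98 without the offset and block on the same 10004 rows, 1 for each gene with a GC value. The exact test with common dispersion gave 539, 539 with no filter, 506 with no filter and no scaling, and 520 with 1 row per gene. With tagwise dispersion the exact test gave 440, then 439, 409 and 431 in the same order. The exact test gave 456 with no filter, 424 with no scaling as well and 449 with 1 row per gene, and the likelihood ratio test gave 468, 433 and 456. The other 4 gave counts between 211 and 245. In the simulation, 11.7% of the calls of the classic exact test and 12.4% of those of the likelihood ratio test were false. The share was 6.3% for the quasi-likelihood test. The simulated changes were all of at least 1 on the log2 scale, in independent rows, so these shares need not hold for the real counts.

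The replicate numbers did not pair the libraries. The correlations of deviations between same-numbered libraries were 0.03, -0.07 and 0.11. With the replicate block, 199 genes were called, 181 of them shared with the fit without it, and Col11a1 had an adjusted p of 0.0586 from edgeR.

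Plscr2 stayed past the threshold under the 16 alternatives set in advance and the 20 others, with a log2 fold change between 0.78 and 0.90. Of the NFYA targets, 4 were called. The number was 1 at an FDR of at most 0.01, and ran from 1 to 3 with a library left out. It was 1 without control replicate 1, without LPS replicate 1 and without LPS replicate 2, and 2 without LPS replicate 3.

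The overlap of called and spliced genes was 1 with a permutation p of 0.166. It was 2 with the classic exact test (p = 0.0268) and with the likelihood ratio test (p = 0.023), both now past the threshold as fewer than in matched lists, 2 with DESeq2 (p = 0.0796), and 0 for genes whose listed change in inclusion was at least 0.2 (p = 0.144). With a library left out it ran from 1 to 3, the 3 without control replicate 3. Among settings chosen after seeing the data, the GC and length offset gave 3 (permutation p = 0.158) and the offset with the replicate block 4 (permutation p = 0.243). With no filter and no scaling, the exact test (p = 0.136), the exact test with tagwise dispersion (p = 0.167) and the likelihood ratio test (p = 0.128) each gave 3 and were not past the threshold. The exact test and the likelihood ratio test gave 2 with no filter and with 1 row per gene (p between 0.0244 and 0.0334). Common dispersion in all 4 forms, and tagwise dispersion in the other 3, gave 1 with a p between 0.0028 and 0.0084. So whether the overlap is smaller than in matched lists depends on the test. In these tests apart from common dispersion, it also depends on the scaling when the filter is left out. Leaving out the scaling with the filter kept was not run for them.

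The difference in median expression between spliced and other genes was 0.77, moved to 0.52 by RPKM, and ran from 0.77 to 0.80 with a library left out, the 0.80 without control replicate 2. The interferon list, with 7 of 20 genes tested, had a mean log2 fold change of 0.10 and was past the threshold under fry (adjusted p = 0.00465) and not under camera (adjusted p = 0.131), with an estimated correlation (0.219) or with the replicate block (0.228). The stromal list, with 13 of 15 genes tested, had a mean of -0.038 and a median of -0.18, and was past the threshold under camera (adjusted p = 0.0411), under fry (0.0192) and under camera with the replicate block (0.0491), and not with an estimated correlation (0.141). The proliferation list, with 20 genes, was not called under any of these (adjusted p between 0.34 and 0.551). The number of expressed partners was 7, and 6 at a limit of 1 RPKM. The number of expressed RNA-binding proteins stayed at 19, and the level of Rabep1 stayed between 25.2 and 25.8 RPKM.

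Genes near 0 changed sign. Rabep1 had a log2 fold change of 0.02, against -0.0059 with no scaling, -0.032 without control replicate 1 and -0.018 without LPS replicate 1, and it ran up to 0.047 with a library left out. Vegfa had 0.04, and ran from -0.0060 without control replicate 2 to 0.13 without control replicate 3. None of these was called by edgeR's quasi-likelihood test. Rgs4, with at most 107 reads in a library, was called or not by the test chosen. This did not hold for all genes with few reads, since Aldh1a1, Aspn and Igfbp5 were called by each of these tests. The alternatives for normalized values and for splicing events were not run, since the values are counts and hold no events.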

Differences from the paper's values

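The paper states 416 differentially expressed genes, and 232 were called here. Of the 16 alternatives set before the data were examined, 3 lie within 1.5 times of the paper's number, which are edgeR's classic exact test (456), its likelihood ratio test (467) and DESeq2 (358), and 13 do not. Of 20 settings chosen after seeing the values, 16 lie within it. The nearest were the GC and length offset with the replicate block (412), the exact test with tagwise dispersion, no filter and no scaling (409) and the exact test with no filter and no scaling (424). None of these settings is named in the paper's text. Of the 6 genes that the paper names as called, the offset with the replicate block drops 1, Rgs4, as do the offset alone and DESeq2, the exact test with common dispersion, no filter and no scaling drops 1, Pgk1, and the others within it drop 0. In the authors' deposited table, 234 genes have an FDR of at most 0.05, of which 184 were also called here, and 318 have an FDR of at most 0.1.

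For Plscr2 the paper gives an FDR of 0.01, and the adjusted p here was 0.000674. The fold changes, 1.77 in the paper and 1.78 here, do not differ by these measures. Of the 16 alternatives set before the data were examined, the one without control replicate 1 (0.00677) lies within 1.5 times of the paper's FDR and 15 do not, nor do the 20 chosen after seeing the values.

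The paper gives 3.8 M to 5.0 M reads per sample on protein coding exons. The count here took the row with the most reads of each gene, where that row is a messenger RNA. The lowest library held 15.0 M reads and the highest 18.0 M. The sources used here do not give which reads on a transcript were counted, so it is not known whether the measures are the same, and no alternative was set for this one.

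The paper lists Rgs4 among the NFYA targets past its threshold. Its adjusted p here was 0.113, and the other 4 targets were called. The classic exact test (adjusted p = 0.0273) and the likelihood ratio test (adjusted p = 0.0228), both set before the data were examined, call it, and so do the exact and likelihood ratio settings chosen after seeing the values. In the authors' deposited table, its FDR is 0.0608. The paper places the Plscr2 cassette exon in the untranslated region after the coding sequence. In the GENCODE annotation of mm9, the 1 internal exon of Plscr2 that another transcript skips lies on chromosome 9 from 92176079 to 92176621, before the first coding base at 92176958. The paper's text gives no coordinates for its exon.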

Other observations

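In this part, the tests by splits of the libraries, of GC and length trends, of noncoding rows and of expression as the reason for few spliced genes among the calls were chosen after the results had been seen.

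The list of spliced genes shows larger changes in inclusion where expression is lower. Across 179 genes, the size of the largest listed change in inclusion and mean expression had a Spearman correlation of -0.60 (permutation p = 1e-05, the smallest that 100000 permutations give). This is across genes, which are not independent replicates, and 1 such relation was computed. The median size was 0.33 in the genes below the median expression and 0.195 in the others. A candidate explanation is that fewer reads let only larger changes reach the listing threshold, as the correlation has the sign that this predicts. Larger true changes in genes of lower expression would give the same sign and were not tested.

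A splicing change might also show in the ratio of transcript rows of a gene. In 74 spliced genes with several rows, the median change in the log2 ratio of the top pair of rows was 0.0042, against 0.0067 in 2267 other genes, and 41.9% of random lists matched on expression had a smaller median. A read on an exon that rows share is in each of them, and how many reads are shared was not measured. This measure therefore cannot tell whether splicing changed.

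Few spliced genes were called, 1 of 179. This was within chance both against lists matched on expression (permutation p = 0.166) and against all genes (Fisher's exact p = 0.190), and fewer than in matched lists with the classic exact test (permutation p = 0.0268) and the likelihood ratio test (permutation p = 0.023). The expression of the spliced genes is argued against as the reason, since matched lists were expected to hold 4.06 called genes (95% bootstrap interval over called genes 3.81 to 4.29), against 3.78 for lists from all tested genes. Matched lists were also expected to hold more in all 16 alternatives set in advance for calling genes and in 16 of 20 chosen after seeing the data. In the others, the 4 forms of the exact test with common dispersion, they were expected to hold fewer, and the overlap of 1 stayed below matched lists (permutation p at most 0.0046). Of genes with a listed change in inclusion of at least 0.2, matched lists were expected to hold 2.53, against 2.54. Whether there are fewer than chance gives, and why, stays open.

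The number of called genes was weighed against technical explanations. Of 10 splits of the 6 libraries, 1, the real one, called as many as 232 genes, and the others called 0 by edgeR's quasi-likelihood test, with between 247 and 837 genes at an unadjusted p under 0.05 against 1385, but 10 splits cannot exclude chance. The interferon list had 1 gene called over all rows, Gbp2, and 1 adjusted over the list alone, and edgeR's exact and likelihood ratio tests, DESeq2 and limma-voom each also called Gbp2 alone. The stromal list had 2 called over all rows, Pdgfrb and Vcam1, and 5 adjusted over the list alone, and those 4 tests each called 4, which are these genes with Col1a2 and Col3a1. The proliferation list had 0 called, with 4 at an unadjusted p under 0.05 and 0 by edgeR's exact and likelihood ratio tests, DESeq2 or limma-voom. For the interferon and stromal lists the real split alone, 1 of 10, gave as small a set test p, and for the proliferation list 5 of 10 did. A response to LPS stays open for all of these.

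Trends with GC content and transcript length do not account for the calls as a whole, since, on the rows with a GC value, 240 of 245 calls were kept when the trends were removed, and 376 genes were then called. Noncoding rows of small nucleolar RNAs and hosts do not account for them either, since all 208 called messenger RNA genes were kept when noncoding rows were left out.

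LPS replicates 1 and 2 were closer to each other than any other pair. Their chi-square per degree of freedom was 9.47, and the other pairs within a group lay between 23.4 and 34.1. No batch is named in the sources used here, and no explanation was tested. Without either of these libraries, 98 genes were called.

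Of the 27 RNA-binding proteins whose motifs the paper lists, 19 had a row and the other 8 were not analysed here. All 19 were above 1 RPKM, from 2.15 to 132.1, and 0 were called by edgeR's quasi-likelihood test, over all rows or adjusted over the list alone, and 0 by its exact and likelihood ratio tests, DESeq2 or limma-voom, with 1 at an unadjusted p under 0.05, Hnrpll. Their log2 fold changes lay between -0.27 and 0.18. Of the growth factors that the paper's discussion names, Vegfa had 24.6 ± 1.76 RPKM (SD, n = 6) with a log2 fold change of 0.04 (adjusted p = 0.908 from edgeR), which changed sign without control replicate 2 (-0.006). Igf1 had 44 reads over the 6 libraries and was below the filter. The remaining one was not analysed here. The marker genes by which the cells were sorted had reads, with 27.7 ± 2.87 RPKM for Cd44 and 8.47 ± 1.30 RPKM for Ly6a, which encodes Sca-1 (SD, n = 6 libraries). Neither was called by edgeR (adjusted p = 0.793 and 0.811). Ly6a has near-identical relatives, so its level is uncertain. The gene of CD45 was not analysed here.

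Of the genes of Table 1, 7 had a row and 0 were called over all rows or adjusted over the list alone by edgeR's quasi-likelihood test, with 2 at an unadjusted p under 0.05, Camk1d and Nr1h2. Adjusted over the 3 of them whose partners the paper lists, 2 were called. Of 13 phosphoproteins of the discussion, 12 had a row and 0 were called, with 0 at an unadjusted p under 0.05. Of the 6 LPS pathway genes, of which the paper does not name Cd14 and Ly96, 0 were called, with 1 at an unadjusted p under 0.05, Stat3. For each of these lists edgeR's exact and likelihood ratio tests, DESeq2 and limma-voom also called 0.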
